A study of Homo sapiens with 9 samples. Its data were reported in "Drug-resilient Cancer Cell Phenotype Is Acquired via Polyploidization Associated with Early Stress Response Coupled to HIF2α Transcriptional Regulation" (2024).

How the data were processed

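ATAC-seq libraries of HCC1806 cells were described for 9 samples, 3 untreated control (CTL), 3 surviving cells at 0 days post treatment (0 DPT) and 3 at 10 DPT, after cisplatin for 72 h. By the study's methods the treated cells were passed over a mesh filter that retains large cells. The deposited table holds 1 line per gene with values for 6 libraries, whose column names CTL and PACC with replicate numbers match the descriptions of the control and the 0 DPT samples. The 3 samples at 10 DPT have no columns, so their comparisons were left out.

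The signal values were made by the authors' sequencing service before they were deposited: reads were mapped to hg38, unique reads were kept and duplicates removed, peaks were called in each library with MACS2 (version not given), reads were extended and binned into a fragment density, and overlapping peaks of all libraries were joined into merged regions. The service's default is to reduce all libraries to the size of the smallest, and whether this was done here is not stated. The deposited gene value used here is the mean, over the merged regions assigned to a gene, of the peak fragment density in the region. The table also lists, per gene and library, the called intervals with their positions relative to the gene start. Read counts were not part of the table, so the depth of each library and the precision it gives are unknown. Genes in the same neighbourhood can list the same merged regions, and 5168 of 31660 genes share all values with another gene. Genes had a median of 3 merged regions and at most 61.

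Values were used as log2(signal + 1) without further scaling and, because the groups differed in their median, again after centring each library on its median (centred scale). Genes were compared with limma 3.58.1 in R 4.3.3 (linear model with a trend in the prior variance), in 1 fit of 6 libraries with no covariate, and p-values were adjusted by Benjamini-Hochberg over all 31660 genes, with calls at an adjusted p under 0.05. The SE given is that of limma's moderated estimate. For genes, limma's prior degrees of freedom were infinite on the deposited scale and 5.37 on the centred scale. On the deposited scale each gene therefore took the spread fitted to its signal level, not its own. The model was tested on simulated data of 31660 genes with 200 changed, no shift between the groups and spreads drawn from the centred fit. On the deposited scale 1.49%, 76.1% and 98.5% of genes changed by 0.5, 1 and 2 log2 units were recovered, and on the centred scale 10.4%, 62.7% and 90.9%.

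Tests of single regions were meant for every merged region, but the table gives no values per region. They were run instead on the 7640 genes with exactly 1 merged region, reduced to 6488 distinct regions, with centring on the median of these regions themselves (the median log2 fold change over all of them was 0.29 as deposited and -0.09 after centring). Each region was placed within 1 kb of the gene start or farther away. Positions were compared between lists by Fisher's exact test. Intervals were counted once each (316758, of which 316656 had 1 position in every gene that lists them) and compared between groups by exact permutation of the library labels. Interval midpoints less than 500 bp apart were joined into sites.

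The 27 gene lists were AP-1 family, HIF pathway, HIF targets, RB1-E2F and G1-S, DNA replication, mitosis and cytokinesis, p53 targets, DNA damage repair, platinum transport and glutathione, histone genes, chromatin modifiers, NF-kB and secreted inflammatory factors, interferon response, YAP-TEAD targets and cytoskeleton, basal epithelial, luminal epithelial, mesenchymal transition, unfolded protein and integrated stress response, Notch pathway, glycosylation, retinoic acid signalling, lipid droplet and peroxisome, apoptosis regulators, leucocyte markers, fibroblast and endothelial markers, neural and germ-line markers, and constitutive promoters. Of 837 members 818 were in the table, 62 of them matched through a gene ID. Lists were tested with limma's camera with a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 27 lists. Members were also counted with adjustment over the list alone. The lists, the comparisons and the rules for naming genes were fixed before the data were examined.

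Genes are named by 3 rules: 22 genes of the study; the 8 genes with the largest rise and the 8 with the largest fall among called genes with a mean signal above the median, no overlap between the groups' libraries and no LOC, LINC, MIR or antisense symbol; and up to 4 called members of each list with the largest change. The rules asked for regions, and gene values stand in for them. The other settings tried were pseudocounts of 0.1 and 5, a filter at the lower quartile of mean signal, TMM (a trimmed mean of ratios, computed from its definition) and quantile scaling, limma without trend, the replicate block, other thresholds, a distance of 5 kb, other overlaps, leaving out each library in turn, and, chosen after the data were seen, cyclic loess, 1 gene per set of values, other gaps for sites and pairs of settings with centring. Not run were tests of motif content, for which no sequence of hg38 was given, the highest value per region, which was deposited as 1 pooled value, and list tests on the region nearest the start or the highest region. Tables and figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.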

Results

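Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts open chromatin and the cut sites are sequenced, in HCC1806, an established basal-like breast cancer cell line. Cisplatin, a platinum drug that crosslinks DNA, was given for 72 h, after which the study's methods select large cells with a mesh filter, and the cells of that time are called surviving cells at 0 days post treatment (0 DPT). The filter step is described for treated cells in general, so 0 DPT and control cells differ in drug and, by these methods, in selection for size. The labels describe 9 samples, 3 each of untreated control cells, surviving cells at 0 DPT and surviving cells at 10 DPT. The deposited table holds a signal column for 3 control and 3 0 DPT libraries, so the comparisons below are of 0 DPT with control, and 10 DPT was not analysed here. The table gave 1 signal value per gene and library for 31660 genes, and it named 316758 called intervals assigned to those genes. Read totals were not part of the table, so the depth behind each value is unknown. Nothing in the labels says that replicates were separate cultures, and the p-values below measure only the spread between these samples, which may be technical.

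The libraries fell into their groups. Pearson correlations of log2 signal across genes were 0.942 to 0.949 within control, 0.940 to 0.945 within 0 DPT and 0.875 to 0.894 between the groups. The first principal component held 56.8% of the variance and separated the groups, and control replicate 3 stood apart from the other control libraries on the next component (13.4%). The median signal per gene was 37, 41 and 37 in the control libraries and 36.3, 50 and 46.8 at 0 DPT. The 10th percentile of signal was 18 ± 3.12 at 0 DPT and 11.3 ± 0.577 in control (SD, n = 3, exact permutation p = 0.1), whereas the 90th percentile was 106 ± 16.6 and 103 ± 6.51 (SD, n = 3, exact permutation p = 0.8).

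Where accessible sites lie in surviving cells was the first question. Surviving cells at 0 DPT had more called intervals assigned to genes than control cells. Nearly all of the additional ones lay away from transcription starts. Farther than 1 kb from a gene start, 44947 ± 6154 intervals were called per library at 0 DPT and 32676 ± 1434 in control (SD, n = 3), a ratio of 1.38. Within 1 kb of a start, the numbers were 14426 ± 916 and 13538 ± 328 (SD, n = 3), a difference within the spread of the 0 DPT libraries (exact permutation p = 0.3). Intervals within 1 kb of a start therefore made up 24.4% ± 1.45 of the intervals at 0 DPT and 29.3% ± 0.626 in control (SD, n = 3). Intervals inside genes but farther than 1 kb from the start made up 58.9% ± 1.23 at 0 DPT and 54.4% ± 0.547 in control (SD, n = 3). For the distal number and both percentages, the 0 DPT and control libraries did not overlap, with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. All intervals assigned to genes numbered 59372 ± 7069 at 0 DPT and 46214 ± 1699 in control (SD, n = 3, ratio 1.28, exact permutation p = 0.1). By the numbering of intervals, at most 77.1% to 78.1% of those called at 0 DPT were assigned to genes. In control the share was at most 79.9% to 80.2%. The numbers and percentages of this paragraph leave out the rest.

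**Figure D1:**
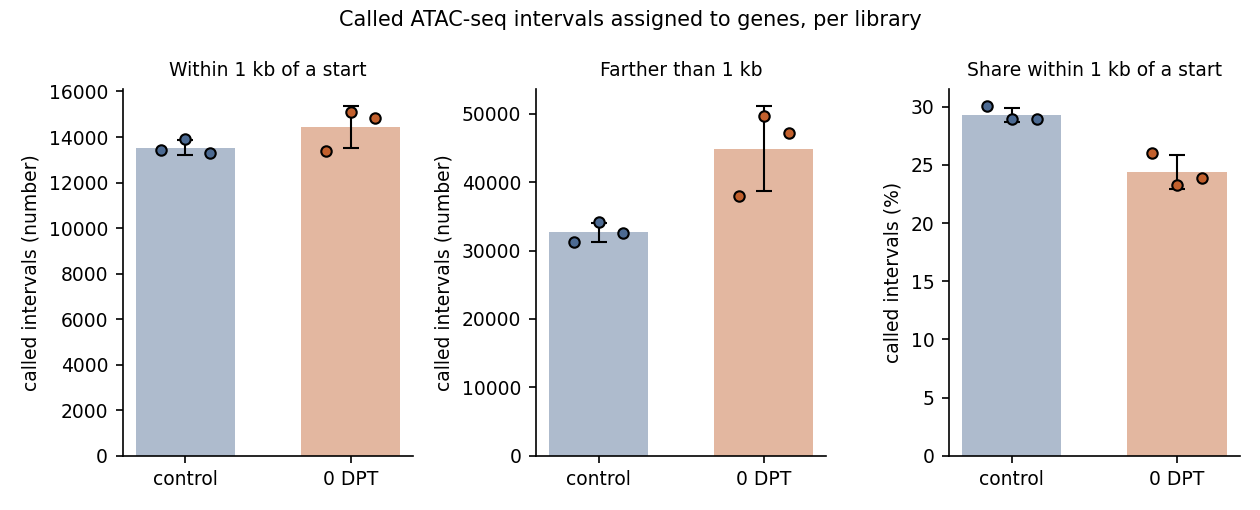
Number of called intervals assigned to genes that lie within 1 kb of a gene start, number farther away, and the percentage within 1 kb, for control and 0 DPT. Points are libraries, bars are means and error bars are SD over 3 libraries; the 0 DPT libraries lie above control for distal intervals and below control for the percentage near starts.

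Sites present in one group alone showed the same position. Interval midpoints within 500 bp of each other were joined into 74802 sites, of which 33711 held an interval in all 6 libraries. Surviving cells gained 4157 sites, called in all 3 libraries at 0 DPT and in no control library, and lost 272 sites by the mirrored definition. Of the gained sites 6.76% lay within 1 kb of a start, compared with 27.2% of the lost sites and 33.0% of the sites called in all 6 libraries (gained against lost, odds ratio 0.194, Fisher's exact test p = 4.89e-23; sites are not replicates). No other division of the 6 libraries into 3 and 3 gave more than 756 such sites, against 4429 for the real one. Among the 22 genes fixed from the study, JUN and SERPINB9 had 1 gained site each and FOSB had 1 lost site.

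The signal itself was compared at single regions, that is, at 6488 distinct merged regions that are the only region of their gene, so that the deposited gene value is the value of 1 region. Regions within 1 kb of a start and regions farther away moved apart at 0 DPT. On the deposited scale the median log2 fold change was -0.02 over 2628 regions near starts and 0.59 over 3860 distal regions. After each library was centred on its median over these regions, the medians were -0.40 and 0.20. With limma, 1312 regions passed an adjusted p of 0.05 on the deposited scale, 1194 higher and 118 lower at 0 DPT. Of the higher regions 191 lay within 1 kb of a start, compared with 98 of the lower regions, or 83.1% (odds ratio 0.039, Fisher's exact test p = 8.61e-51; regions are not replicates and the p describes the lists). Centring moved the balance of calls but not their position: 688 regions were higher and 1387 lower, with 15.1% and 81.5% within 1 kb of a start (Fisher's exact test p = 1.24e-194). TMM scaling gave 841 higher and 1145 lower regions, quantile scaling 642 and 641 and cyclic loess 640 and 571. The deposited count was 778 without control replicate 1, 694 without 0 DPT replicate 2 and 638 without 0 DPT replicate 3. The 118 lower regions became 27, 39 and 73 without control replicate 1, 2 and 3, and 61, 123 and 54 without 0 DPT replicate 1, 2 and 3.

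**Figure D2:**
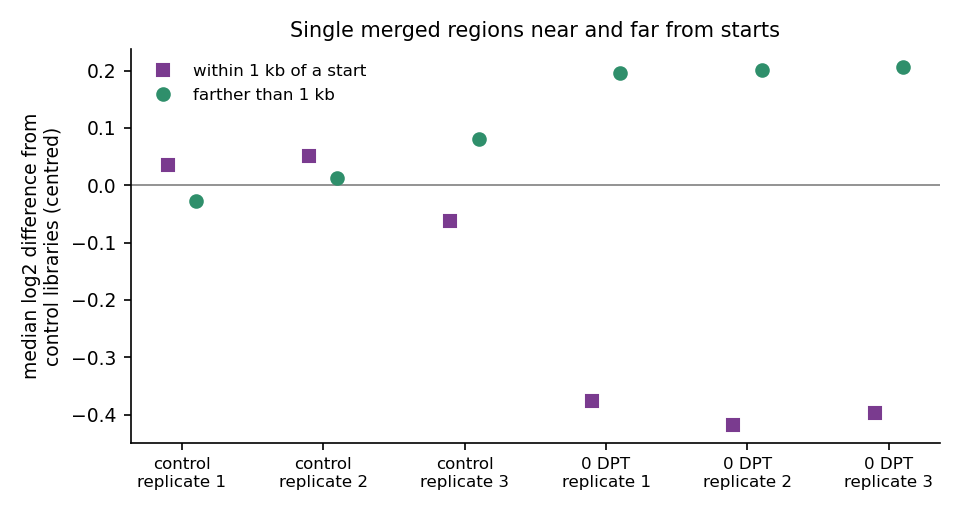
Median log2 difference of each library from the mean of the control libraries, on the median-centred scale, for 2628 single regions within 1 kb of a gene start (squares) and 3860 farther away (circles). In the 0 DPT libraries the near-start medians lie between -0.42 and -0.38 and the distal medians between 0.20 and 0.21.

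At the level of whole genes, in which all merged regions of a gene are averaged, FCRL1, MYH7, LCE3E and RAI2 were among the 8 largest rises at 0 DPT, and DDX17, XRCC5, SCYL2 and NRAS among the 8 largest falls, of the called genes with a mean signal above the median and no overlap between the groups' libraries. Larger changes occur among the genes outside this selection, and the values of this paragraph are as deposited unless stated. On that scale limma gave each gene the spread fitted to its signal level. The SE and adjusted p therefore leave out a gene's own spread, which the SD shows. Signal at FCRL1 (chromosome 1, 157792249 to 157820150, minus strand), a receptor-like gene of B cells, was 18.3 ± 14.6 in control and 108 ± 6.93 at 0 DPT (SD, n = 3; log2 fold change 2.83, SE 0.21, adjusted p = 1.14e-36). MYH7 (chromosome 14, 23412738 to 23435686, minus strand), the slow cardiac myosin heavy chain, went from 41.3 ± 35.9 to 196 ± 34.5 (SD, n = 3; log2 fold change 2.56, SE 0.20, adjusted p = 2.34e-35). LCE3E, a gene of the epidermal cornified envelope, rose by 2.05 on the log2 scale (adjusted p = 1.51e-20). C10orf99 rose by 1.76, RAI2 by 1.63, ANHX by 1.62, VIP, which encodes a neuropeptide, by 1.62 and the 5S ribosomal RNA pseudogene RNA5SP91 by 1.61. C10orf99 shares its only region with LOC642934, so the change cannot be assigned to 1 of them. Signal at DDX17 (chromosome 22, 38483438 to 38506340, minus strand), an RNA helicase gene, fell from 76.7 ± 11.8 to 39 ± 10.3 (SD, n = 3; log2 fold change -0.98, SE 0.20, adjusted p = 6.25e-05). XRCC5 (chromosome 2, 216109297 to 216206293, plus strand), which encodes the Ku80 subunit of the end-joining machinery, fell from 55.2 ± 8.25 to 28.2 ± 7.52 (SD, n = 3; log2 fold change -0.97, SE 0.21, adjusted p = 0.000167). RNA5SP146 fell by 0.98, SCYL2 by 0.95, CCDC23 by 0.92, the RNA methyltransferase gene NSUN5 by 0.90 and NRAS, a RAS-family GTPase gene, by 0.87. APOC4 fell by 0.96, and the same region is listed for APOC2, APOC4-APOC2 and LOC105372418. All 16 genes chosen for their size of change passed the test after centring as well, with FCRL1 at 2.64 (SE 0.47, adjusted p = 0.00535) and DDX17 at -1.17 (SE 0.15, adjusted p = 0.00207).

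On the deposited scale 5225 of 31660 genes passed an adjusted p of 0.05 in limma, 4781 higher and 444 lower at 0 DPT. The median gene was 0.19 higher on the log2 scale at 0 DPT, and after that shift was removed by median centring 9009 genes passed, 4369 higher and 4640 lower. Thus 91.5% of the called genes were higher as deposited and 48.5% after centring. With TMM scaling 4261 were higher and 4951 lower, with quantile scaling 3508 and 3218 and with cyclic loess 3477 and 3082. Both scales called 3901 genes higher and 438 lower. Rises of at least 1 log2 unit were more frequent than falls on either scale, with 1947 against 28 genes as deposited and 1069 against 99 after centring. The change depended on the signal level, with a deposited median of 0.79 in the lowest of 10 equal groups of genes by mean signal and 0.03 in the highest. The deposited count was 2478 without control replicate 1, 2991 without control replicate 3, 10570 without 0 DPT replicate 1, 2873 without 0 DPT replicate 2 and 2245 without 0 DPT replicate 3. The 444 lower genes became 123, 138 and 189 without control replicate 1, 2 and 3, and 431, 542 and 209 without 0 DPT replicate 1, 2 and 3, and the share of higher genes ranged from 81.1% (without 0 DPT replicate 2) to 96.2% (without control replicate 2). After centring the number of called genes was 5825 without 0 DPT replicate 1, 5348 without 0 DPT replicate 2 and 5851 without 0 DPT replicate 3. In simulated data in which few genes changed, 72 of 189 calls on the deposited scale were false, compared with 2 of 111 after centring. The simulation had no shift between the groups and no change that depends on signal, and both occur in the real values. It therefore cannot show which scale gives fewer false calls here, and counts and list tests are given on both scales. For single genes, the scale of each value is named.

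Accessibility at EPAS1, which encodes the hypoxia-inducible factor HIF2α, and at genes around it was followed because the study centres on them. EPAS1 (chromosome 2, 46297402 to 46386703, plus strand) has 13 merged regions, and its signal was 47.6 ± 3.23 in control and 66.6 ± 11.8 at 0 DPT (SD, n = 3). The log2 fold change was 0.46 (SE 0.20, adjusted p = 0.098) as deposited and 0.27 (SE 0.09, adjusted p = 0.0439) after centring, so of these 2 scales the rise passed the limma test on the centred one alone, and it also passed with TMM, quantile and cyclic loess scaling (adjusted p = 0.0499, 0.0226 and 0.021). The centred adjusted p was 0.0497 without control replicate 1, 0.1 without control replicate 2, 0.0912 without control replicate 3, and 0.0861, 0.122 and 0.104 without 0 DPT replicate 1, 2 and 3, so the call ended without any library other than control replicate 1. Without 0 DPT replicate 1 EPAS1 passed as deposited (adjusted p = 0.0068), as did EGLN1, EGLN3 and CA9 (adjusted p = 0.0413, 0.0477 and 0.0437). None of the 13 sites at EPAS1 was gained or lost. Of the 22 genes fixed from the study, limma called 0 on the deposited scale, where EPAS1 alone had an unadjusted p under 0.05, and 11 after centring, 10 of them lower at 0 DPT. For comparison, 4640 of 31660 genes and 1130 of 2628 single regions within 1 kb of a start were lower after centring. The 22 genes were not compared with genes matched on signal or on the position of their regions. Their changes therefore cannot be taken as particular to these genes. The immediate-early AP-1 subunit genes FOS and FOSB were lower after centring, FOS at -0.55 (SE 0.10, adjusted p = 0.00526) with a signal of 70 ± 6.39 in control and 54.6 ± 7.95 at 0 DPT (SD, n = 3), and FOSB at -0.46 (SE 0.10, adjusted p = 0.00999). JUNB, JUND and the stress-induced factor gene ATF3 were lower by the same test, at -0.31, -0.43 and -0.43. So were NR4A1, which encodes the nuclear receptor NUR77 (-0.53), BHLHE40, a HIF target (-0.57), EGLN2, which encodes the prolyl hydroxylase PHD1 (-0.51), the replicative helicase gene MCM7 (-0.35) and HIC1 (-0.30). On neither scale did RB1, FOSL1, FOSL2, JUN, VEGFA, SERPINB9, VHL, EGLN1, EGLN3, HIF1A or CA9 pass, with JUN at -0.29 (adjusted p = 0.0607) and VHL at -0.35 (adjusted p = 0.0605) after centring, and VHL at an adjusted p of 0.0478 without 0 DPT replicate 2. The falls of FOS, FOSB, JUND, ATF3, NR4A1, BHLHE40 and EGLN2 passed in limma without each library in turn after centring and with TMM, quantile and cyclic loess scaling. That of JUNB ended with quantile scaling (adjusted p = 0.16) and cyclic loess (0.142), and so did those of MCM7 (0.122 and 0.126) and HIC1 (0.0763 and 0.086). After centring MCM7 missed the threshold without control replicate 2 (adjusted p = 0.057), 0 DPT replicate 1 (0.0639) and 0 DPT replicate 2 (0.0647). HIC1 missed it without control replicate 1 (0.1), control replicate 2 (0.0657), control replicate 3 (0.0704), 0 DPT replicate 1 (0.0951), 0 DPT replicate 2 (0.123) and 0 DPT replicate 3 (0.0531).

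**Figure D3:**
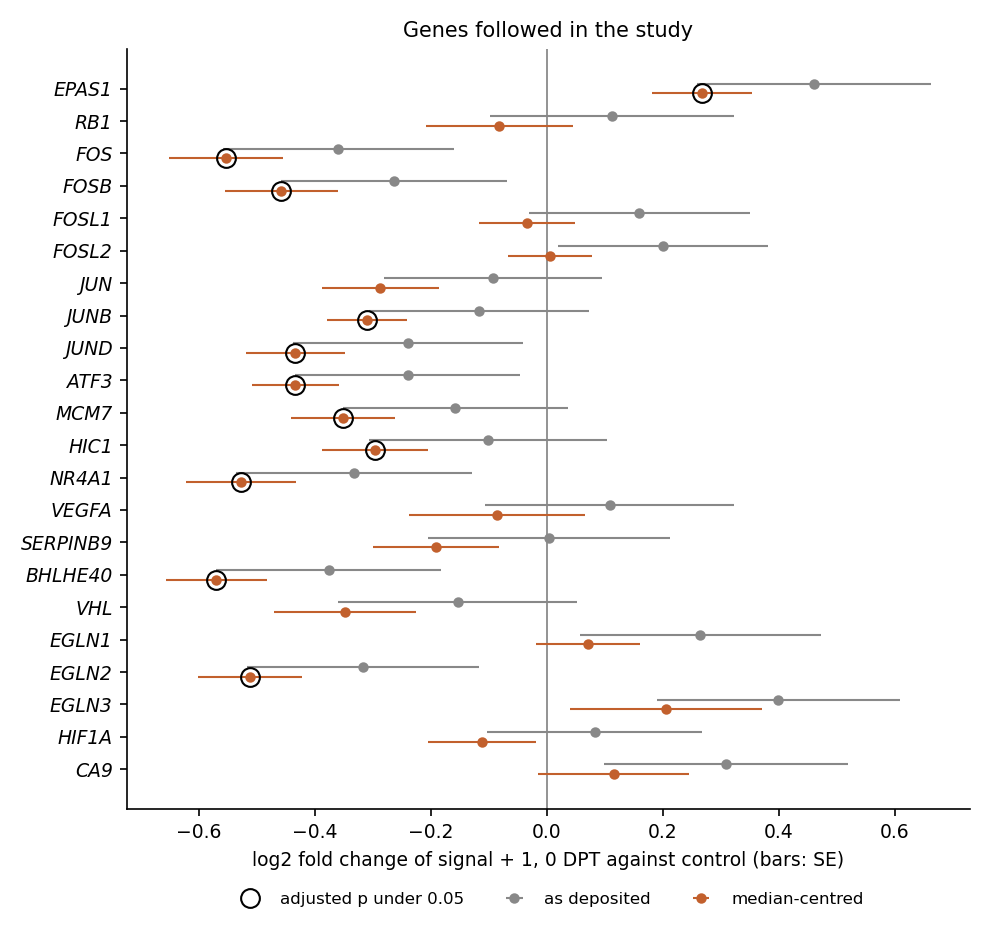
Log2 fold change of signal + 1 at 0 DPT against control for 22 genes followed in the study, as deposited (grey) and after median centring (orange), with the SE of limma as bars and circles around values with an adjusted p under 0.05. No deposited value is circled; EPAS1 is circled above 0 and 10 genes are circled below 0 after centring.

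Gene lists fixed beforehand showed lower accessibility, relative to the rest of the genome, at genes of proliferation and at constantly active promoters, by camera with a preset correlation between genes. With an estimated correlation, camera called 0 of 27 lists on either scale, with 0 at an unadjusted p under 0.05 as deposited and 6 after centring. Falls near starts were frequent after centring: 1130 of 2628 single regions within 1 kb of a start were lower after centring on these regions. As deposited 98 of the 2628 were lower and 191 higher, with a median log2 fold change of -0.02. The fall near starts is therefore relative to distal regions, whose deposited median was 0.59. Among all genes 4640 of 31660 were lower after centring. Only histone genes were compared with genes matched on signal and a near-start interval. For the other lists, a fall particular to the list was therefore not separated from this relative fall near starts. Histone genes, which supply nucleosomes to newly made DNA, stood lowest. Of 57 measured, 47 fell after centring, 10 did not pass and 0 rose, and 49 fell when adjusted over the list alone. As deposited 1 fell, H3F3A (chromosome 1, 226062707 to 226072002, plus strand), which encodes the replacement histone H3.3, from 133 ± 8.62 to 74 ± 11.8 (SD, n = 3; log2 fold change -0.84, SE 0.19, adjusted p = 0.000329), and 1 fell when adjusted over the list alone. HIST1H4C, HIST1H3J and HIST1H2AH, replication-dependent genes of the cluster on chromosome 6, were lower after centring, at -0.68, -0.61 and -0.60. The values of H3F3A are shared with LOC105373112, those of HIST1H4C with HIST1H1T and those of HIST1H2AH with MIR3143 and TRV-CAC9-1, so these changes cannot be assigned to 1 gene. Near-identical histone genes and genes listing the same regions are not independent, and the 57 genes had 47 distinct sets of values. The list passed limma's camera test with a preset correlation of 0.01 (adjusted p = 8.73e-11 as deposited and 5.19e-14 after centring), but not with an estimated correlation (adjusted p = 0.991 and 0.219).

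DNA replication genes were lower after centring in 14 of 36 cases, with 0 higher, and 17 were lower when adjusted over the list alone. None of the 36 passed on the deposited scale in limma, over all genes or over the list alone, and 5 had an unadjusted p under 0.05 there. After centring POLD1 and POLA1, DNA polymerase genes, were at -0.70 and -0.68, and the helicase genes MCM4 and MCM6 at -0.67 and -0.64. Of 37 mitosis and cytokinesis genes, 15 fell after centring and 0 rose (16 and 1 when adjusted over the list alone), and 1 fell as deposited, also when adjusted over the list alone. That gene was BUB1 (chromosome 2, 110637527 to 110678107, minus strand), a spindle checkpoint kinase gene, which went from 107 ± 5.77 to 63.3 ± 9.29 (SD, n = 3; log2 fold change -0.76, SE 0.19, adjusted p = 0.0018). The mitotic cyclin and kinase genes CCNA2, CDK1 and CCNB1 were at -0.64, -0.52 and -0.44 after centring. Among 29 constitutive promoters, 12 fell after centring and 0 rose, with the same numbers when adjusted over the list alone, and 2 fell as deposited and over the list alone. These were ACTB, which encodes cytoplasmic actin (178 ± 18.9 to 111 ± 19.8, SD, n = 3, log2 fold change -0.68, adjusted p = 0.00378), and the lysosomal enzyme gene GUSB (-0.65, adjusted p = 0.0148). Camera called the replication (adjusted p = 0.000317 and 3.97e-05), mitosis (0.00181 and 0.000117) and constitutive promoter lists (0.000536 and 0.000143) as deposited and after centring. With an estimated correlation the adjusted p was 0.991 as deposited and 0.0897 after centring for each of them. With quantile scaling the constitutive promoter list was no longer called (adjusted p = 0.0734), and with cyclic loess neither it (0.0747) nor the mitosis list (0.0723) was, whereas the replication list (0.0151 and 0.0177) and the histone list (1.89e-08 and 1.48e-08) were called with both.

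Repair, G1-S and chromatin genes made up the other lists that camera called on both scales. Of 37 DNA damage repair genes, 10 fell after centring and 0 rose, with the same numbers when adjusted over the list alone, and 1 fell as deposited and over the list alone, the recombination repair gene XRCC2 (-0.84, adjusted p = 0.00392). BRCA1 and BRCA2, of homologous recombination, were at -0.55 and -0.49 after centring, and BRCA1 shares its only region with NBR2. Of 27 RB1-E2F and G1-S genes, 7 fell and 1 rose after centring, the same when adjusted over the list alone. As deposited 1 fell and 1 rose, and 1 fell when adjusted over the list alone. They were the inhibitor genes CDKN1B, of p27 (-0.60 as deposited, adjusted p = 0.0126, values shared with LOC105369663), and, after centring, CDKN2D (-0.60) among the falls, and the cyclin gene CCND2 as the rise (0.52 as deposited, adjusted p = 0.0453). Chromatin modifiers went both ways, with 17 of 62 lower and 4 higher after centring (18 and 4 when adjusted over the list alone) and 3 lower and 3 higher as deposited (3 and 1 when adjusted over the list alone). The Polycomb genes EED (-0.67) and CBX2 (-0.62) were among the falls on the deposited scale, and the H3K36 methyltransferase gene SETD2 (0.75) and the deacetylase gene HDAC9 (0.64) rose on that scale. Camera called the repair (adjusted p = 0.028 and 0.014), RB1-E2F (0.0307 and 0.0182) and chromatin lists (0.0181 and 0.021) as lower on both scales, although the median of the repair list (0.09) and of the chromatin list (0.03) lay above 0 as deposited. With an estimated correlation the adjusted p was 0.991 as deposited for all of them, and 0.2, 0.186 and 0.186 after centring. The adjusted p of the repair and RB1-E2F lists as deposited was 0.0706 and 0.0706 without control replicate 1, 0.0535 and 0.0535 without control replicate 2, 0.0618 and 0.0618 without 0 DPT replicate 1, and 0.0504 and 0.055 without 0 DPT replicate 3. The repair, RB1-E2F and chromatin lists were no longer called with quantile scaling (adjusted p = 0.116, 0.102 and 0.102) or cyclic loess (0.144, 0.106 and 0.106), nor after the filter at the lower quartile of signal (0.188, 0.234 and 0.188).

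The p53 target and AP-1 lists were called lower by camera after centring alone (adjusted p = 0.0423 and 0.0487, against 0.11 and 0.125 as deposited). With an estimated correlation the adjusted p after centring was 0.2 for either list. Neither was called after centring without control replicate 1, control replicate 2 or 0 DPT replicate 2, where 7 of the 9 centred calls stood, and 8 lists were called without 0 DPT replicate 1 and without 0 DPT replicate 3. Of 30 p53 targets, 8 fell and 2 rose after centring (10 and 2 when adjusted over the list alone) and 1 rose as deposited, also over the list alone. The riser was FAS, a death receptor gene (0.65 as deposited, adjusted p = 0.0151), whereas FDXR, BAX and CDKN1A, the gene of p21, were at -0.64, -0.43 and -0.38 after centring. Of 19 AP-1 genes, 9 fell and 1 rose after centring (10 and 2 when adjusted over the list alone), and 1 rose as deposited and over the list alone, MAF (1.11, adjusted p = 0.00982), whose region is also listed for LOC101928230. The median of the p53 list was 0.01 as deposited and -0.19 after centring. The paper describes this line as lacking p53, so changes at these genes cannot be read as a p53 response. The AP-1, HIF, RB1, MCM and histone genes include genes that the study picked from its own measurements of this cell line, so their counts are not independent evidence of a direction.

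**Figure D4:**
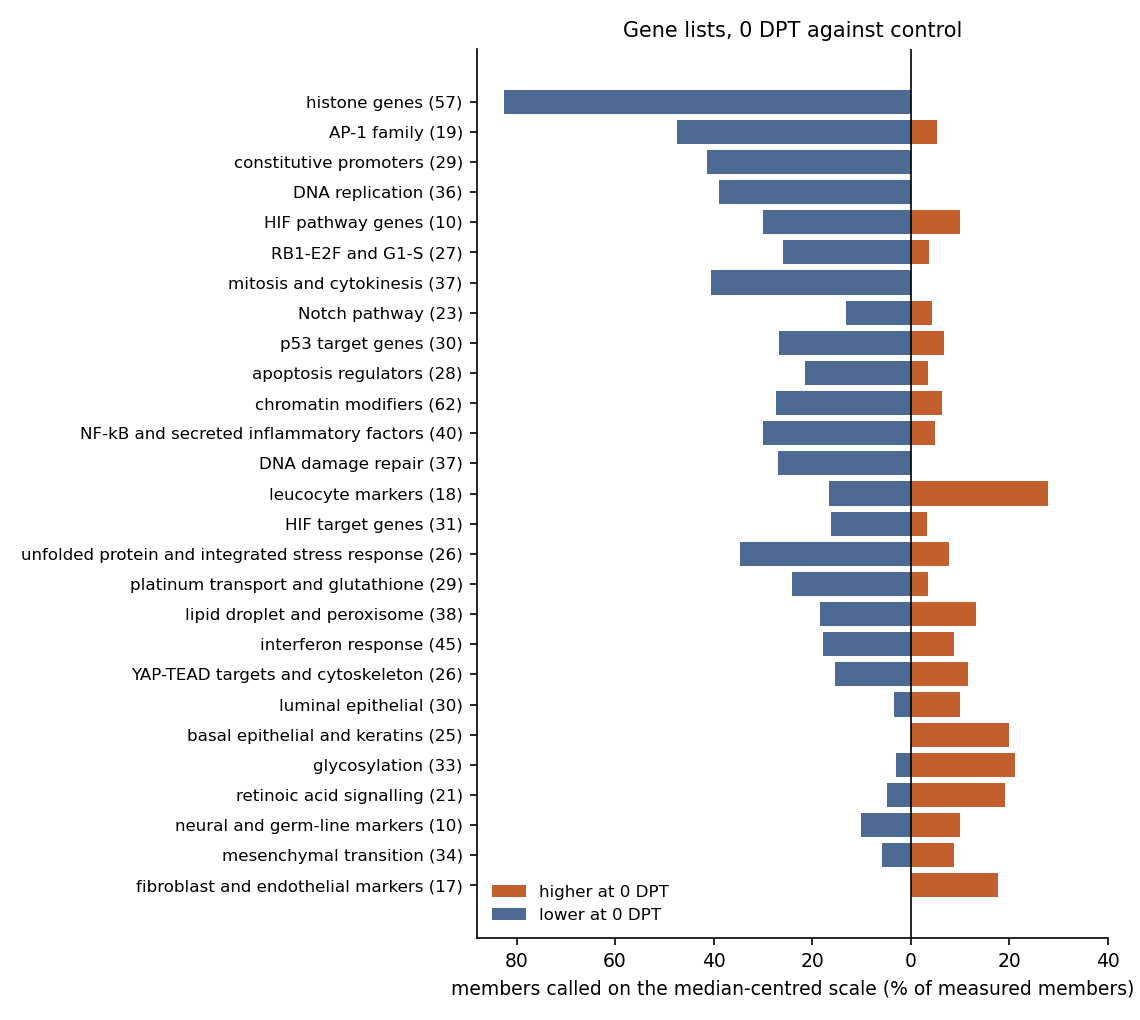
Percentage of the measured members of each fixed gene list that passed an adjusted p of 0.05 in limma after median centring, lower at 0 DPT to the left and higher to the right, with the number measured in brackets. Histone genes have the longest bar to the left (47 of 57), and basal epithelial and fibroblast and endothelial genes have none to the left; on the deposited scale 1 histone gene passed.

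Basal epithelial, glycosylation and retinoic acid genes had more rises than falls on both scales, and camera called none of these 3 lists. Their shares of rises as deposited lay near that of all genes, of which 4781 of 31660 rose. Values of single genes in this paragraph are as deposited. Of 25 basal epithelial genes, 4 rose and 0 fell as deposited (3 and 0 when adjusted over the list alone) and 5 rose and 0 fell after centring, over all genes or the list alone. KRT6B, a keratin gene of stratified and activated epithelium, went from 15.3 ± 1.45 to 40.1 ± 11 (SD, n = 3; log2 fold change 1.30, SE 0.24, adjusted p = 6.32e-06), and KRT6A, the integrin gene ITGA6 and the growth factor receptor gene EGFR rose by 0.58, 0.64 and 0.52. Of 33 glycosylation genes, 6 rose and 0 fell as deposited and 7 rose and 1 fell after centring, the same when adjusted over the list alone. They include GALNT1 (1.86, adjusted p = 0.00458) and GALNT14 (0.70), which start O-linked chains, the N-glycan branching gene MGAT4A (0.84) and the mucin gene MUC16 (0.81). Of 21 retinoic acid genes, 4 rose and 0 fell as deposited and 4 rose and 1 fell after centring, the same over the list alone. The risers included ALDH1A2, which makes retinoic acid (5.67 ± 2.89 to 18.7 ± 2.08, SD, n = 3, log2 fold change 1.64, adjusted p = 0.00358), DHRS3 (0.71) and STRA6 (0.63). Camera gave adjusted p-values of 0.697, 0.385 and 0.385 as deposited and 0.556, 0.226 and 0.284 after centring for these 3 lists. Of 30 luminal epithelial genes, 3 rose and 0 fell as deposited, the stem cell marker gene PROM1 (1.10), the progesterone receptor gene PGR (0.88) and EPCAM (0.54), and 3 rose and 1 fell after centring (adjusted over the list alone, 1 and 0 on either scale). Of 34 mesenchymal transition genes, 1 rose, PRRX1 (1.11), and 1 fell, SNAI1 (-0.73), as deposited, and 3 rose and 2 fell after centring (0 and 0, and 2 and 2, when adjusted over the list alone); the mean of this list lay below that of the other genes although its median and its test pointed up. For the luminal list the deposited median was 0.19 and the test pointed down. Camera gave these 2 lists adjusted p-values of 0.965 and 0.614 as deposited and 0.934 and 0.226 after centring.

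Markers of cell types not grown in these cultures were measured alongside, and their values are given as deposited. Of 17 fibroblast and endothelial markers, 3 rose and 0 fell on either scale (3 and 2 rose when adjusted over the list alone), all of them endothelial, EMCN (1.63, adjusted p = 3.12e-07), KDR (1.26) and TEK (1.19). Signal at EMCN was 11.2 ± 3.69 in control and 35.5 ± 4.44 at 0 DPT (SD, n = 3), below the median gene in either group. Of 18 leucocyte markers, 4 rose and 1 fell as deposited (5 and 1 when adjusted over the list alone) and 5 rose and 3 fell after centring, the same over the list alone. ITGAX (1.38), ITGAM (0.70) and MS4A1 (1.80, region shared with MS4A5) rose and CD3G (-0.70) fell. Of 10 neural and germ-line markers, 2 rose, STRA8 (1.05) and MAGEA4 (0.57, values shared with LOC105373368), and 0 fell as deposited, and 1 rose and 1 fell after centring, the same over the list alone on either scale. Camera gave adjusted p-values of 0.167, 0.819 and 0.957 for these 3 lists as deposited, and 0.12, 0.852 and 0.989 after centring. The median of the neural and germ-line list was 0.30 as deposited and -0.07 with quantile scaling.

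The remaining lists were not called by camera on either scale. Of 10 HIF pathway genes, limma called 0 as deposited, where 1 had an unadjusted p under 0.05, and 3 lower (ARNT, EGLN2 and HIF3A) and 1 higher (EPAS1) after centring (5 and 1 when adjusted over the list alone). Of 31 HIF targets, 1 rose as deposited, CA12, a carbonic anhydrase gene (0.83, adjusted p = 0.00328), and 1 rose and 5 fell after centring (1 and 0, and 1 and 3, when adjusted over the list alone). Of 28 apoptosis regulators, 1 rose as deposited, the BH3-only gene BIK (0.87, adjusted p = 0.000319), and 1 rose and 6 fell after centring, MCL1 (-0.57) among them, the same over the list alone. Of 40 NF-kB and secreted inflammatory genes, 2 rose, IL11 and MMP1, and 2 fell, TNFAIP3 and TNF (region shared with LTA and LTB), as deposited, and 2 rose and 12 fell after centring (0 and 0, and 2 and 12, when adjusted over the list alone). Of 45 interferon genes, 5 rose and 1 fell as deposited and 4 rose and 8 fell after centring (0 and 0, and 2 and 6, when adjusted over the list alone), with IFI27 at 0.85 and IRF9 (values shared with RNA5SP383) at -0.55 as deposited. Of 26 stress response genes, 2 rose, TRIB3 (0.73) and CEBPG (0.55), and 1 fell, DDIT3 (-0.54, values shared with MBD6, MIR6758 and MIR616), as deposited, and 2 rose and 9 fell after centring (1 and 0, and 2 and 9, when adjusted over the list alone). Of 29 platinum transport and glutathione genes, 2 rose and 0 fell as deposited, the efflux pump gene ABCG2 (0.66) and SLC31A2 (0.55), and 1 rose and 7 fell after centring, with the copper and cisplatin importer gene SLC31A1 at -0.52 (0 and 0, and 2 and 7, when adjusted over the list alone).

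Of 38 lipid droplet and peroxisome genes, 2 rose, HSD17B4 (0.91) and CD36 (0.74), and 1 fell, PEX11A (-0.65), as deposited, and 5 rose and 7 fell after centring (1 and 0, and 6 and 7, when adjusted over the list alone). Of 26 YAP-TEAD and cytoskeleton genes, 1 rose as deposited, ACTA2 (0.54), and 3 rose and 4 fell after centring, AXL (-0.68) among them (0 and 0, and 3 and 4, when adjusted over the list alone). Of 23 Notch pathway genes, limma called 0 as deposited, where 2 had an unadjusted p under 0.05, and 1 rose, DLL1 (0.31), and 3 fell after centring (0 and 1 when adjusted over the list alone). Camera's adjusted p for the 10 lists of this and the preceding paragraph ranged from 0.11 to 0.826 as deposited and from 0.0542 to 0.825 after centring. For HIF targets, NF-kB, interferon, stress response, platinum, YAP-TEAD, lipid, apoptosis, luminal and leucocyte genes the list median lay above 0 as deposited and below 0 after centring. As a check of direction without comparison to other genes, limma's fry called 0 of 27 lists as deposited, with 0 at an unadjusted p under 0.05. After centring fry called 19, but centring subtracts each library's median gene, so these calls are relative to other genes. The AP-1, p53 target, RB1-E2F, repair and chromatin lists pointed up in fry as deposited and down after centring. The histone, replication, mitosis and constitutive promoter lists pointed down on both scales. Motif content of the changed regions was not tested, because no genome sequence of the assembly used was at hand.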

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

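The settings with cyclic loess, 1 gene per set of values, other gaps for sites, and centring joined with another setting were chosen after the data were seen. In every setting run, intervals were more numerous at 0 DPT (ratios of 1.23 to 1.37 when a library was left out), and the percentage of regions within 1 kb of a start among higher minus that among lower regions lay between -72.9 and -36.6 (-67.1 as deposited).

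The filter at the lower quartile leaves out genes of low signal, where the deposited rise was largest. The deposited median change was 0.79 in the lowest of 10 groups by signal and 0.03 in the highest. Of the 5225 genes called as deposited, the number became 2871 with this filter and 9009 with median centring. It became 9212 with TMM scaling and 1975 with an absolute log2 fold change of at least 1. It was 1168 with centring and that threshold, 8154 with centring and the replicate block, 8073 with centring and without control replicate 3, and 2245 (without 0 DPT replicate 3) to 10570 (without 0 DPT replicate 1) as each library was left out; the values without each library are in the report. The 1312 single regions became 2075 with centring, 1986 with TMM scaling, 651 with centring and the fold change threshold, 2094 with centring and the replicate block, 2023 with centring and without control replicate 3, and 638 (without 0 DPT replicate 3) to 1540 (without 0 DPT replicate 1) as each library was left out. Apart from the filter and the thresholds, the cause was not tested, and this includes the counts that rose without 0 DPT replicate 1.

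The 7 lists called as deposited became 0 with an estimated correlation, 0 with centring and an estimated correlation, 0 with fry, 4 with the filter at the lower quartile, 3 with quantile normalization and 2 with cyclic loess, and the cause was not tested. The repair, RB1-E2F and chromatin lists were lost with each of the last 3, the constitutive promoter list with quantile normalization and cyclic loess, and the mitosis list with cyclic loess. As each library was left out, 5 to 7 lists were called. Those lost without control replicate 1, control replicate 2, 0 DPT replicate 1 or 0 DPT replicate 3 were the repair and RB1-E2F lists.

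Of 153 named genes with settings, 76 were called as deposited, and 13 of these kept their call in every planned setting run. In the opposite direction 0 were called. Of the 76 calls, 43 ended without control replicate 1, 41 without 0 DPT replicate 3 and 22 with limma without trend. The threshold of an absolute log2 fold change of at least 1 ended 55. Signs reversed for genes that were not called as deposited. With median centring these were RB1 (-0.0819), FOSL1 (-0.0345), VEGFA (-0.0856), SERPINB9 (-0.19) and HIF1A (-0.11). With TMM scaling they were RB1 (-0.0923), FOSL1 (-0.0483), FOSL2 (-0.00911), VEGFA (-0.0959), SERPINB9 (-0.20) and HIF1A (-0.13), and with quantile normalization RB1 (-0.0937), VEGFA (-0.12) and SERPINB9 (-0.18). As each library was left out, JUN ranged from -0.21 (without 0 DPT replicate 2) to 0.14, JUNB from -0.19 (without 0 DPT replicate 2) to 0.0136, MCM7 from -0.28 (without 0 DPT replicate 3) to 0.0292, HIC1 from -0.19 (without 0 DPT replicate 3) to 0.0436, VEGFA from -0.0894 (without control replicate 3) to 0.25, SERPINB9 from -0.15 (without 0 DPT replicate 2) to 0.11, HES1 from -0.26 (without 0 DPT replicate 2) to 0.00962, ELF3 from -0.0905 (without 0 DPT replicate 2) to 0.11 and VHL from -0.34 (without 0 DPT replicate 2) to 0.10, the upper value of each without 0 DPT replicate 1. HIF1A ranged from -0.0289 (without control replicate 1) to 0.20 (without control replicate 2). The cause was not tested.

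Replicate numbers recur in both groups. The departures of same-numbered libraries from their group means correlated at 0.01, -0.00389 and 0.02, which shows no pairing by number but cannot exclude one. The replicate block gave 7367 genes, 1549 regions and 7 lists. Without read counts, what depth limits cannot be stated.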

Other observations

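The tests of gene families, of neighbouring gained sites, of histone genes against matched genes and of histone variants were chosen after the results were seen, and the reading of the test of neighbouring regions was set after its value was seen. The real division of the 6 libraries gave 5225 genes as deposited and 9009 after centring, and 1312 and 2075 single regions. Of the 10 possible divisions into 3 and 3, 1 gave a result as large each time, the real one, and the highest other gave 9, 0, 0 and 0, by limma at an adjusted p under 0.05. With 10 divisions the share cannot fall below 0.05.

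Of 22 gene families tested, those named here include some that passed and some that did not. After centring 13 of 14 HOXA genes were lower at 0 DPT (median -0.45, and -0.26 as deposited, where limma called 0 and 2 had an unadjusted p under 0.05; Fisher's exact test against all other genes, adjusted over 22 families, p = 1.26e-09). They lie side by side and have 13 distinct sets of values, so they are not independent. The other clusters did not pass this test after centring, with 1 of 10 HOXB genes lower (adjusted p = 1), 3 of 10 HOXC genes (adjusted p = 0.221) and 0 of 8 HOXD genes (adjusted p = 0.643, with 1 lower at an unadjusted p under 0.05 in limma). Lower calls were also frequent among NADH dehydrogenase subunit genes (21 of 50 after centring, adjusted p = 1.15e-05, and 3 as deposited) and proteasome subunit genes (17 of 49 after centring, adjusted p = 0.000929, and 0 as deposited in limma, where 5 had an unadjusted p under 0.05), and higher calls among olfactory receptor genes (37 of 106 after centring, adjusted p = 1.87e-07, and 46 as deposited), by the same test. The median change of HOXA, NADH dehydrogenase, proteasome and olfactory receptor genes kept its sign as deposited, after centring and with TMM, quantile and cyclic loess scaling. That of tRNA genes (89 of 357 lower after centring, adjusted p = 1.88e-06) was -0.15 after centring and 0.04 as deposited, and that of zinc finger genes (93 of 512 lower, adjusted p = 0.0462) was -0.10 and 0.10. The families differ in signal, with a median of 19.2 for olfactory receptor genes and 71 for proteasome genes.

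Regions near starts were lower relative to distal regions at 0 DPT, by a difference of medians of -0.61 (95% bootstrap interval -0.63 to -0.57, 6488 regions). Bootstrap intervals in this section resample regions, pairs, windows or genes with the libraries held fixed, so they leave out the spread between libraries. Single libraries against the other control libraries gave 0.06, 0.04 and -0.14 in control and -0.57, -0.62 and -0.60 at 0 DPT. Compression with the signal level, from background or a lower signal-to-noise ratio, would leave no difference among regions of equal signal, and averaged over 10 groups of equal signal it was -0.37 (-0.41 to -0.33), which argues against compression as the whole cause but leaves room for a part. Over 3199 regions called in all 6 libraries the difference was -0.42 (-0.45 to -0.39), which argues against regions that enter only through calls at 0 DPT as the whole cause, and the smaller size leaves room for a part. Without 0 DPT replicate 1, which had the fewest intervals of its group, it was -0.60, so that library alone does not carry it. A change of chromatin in surviving cells may underlie the difference, but other differences between the libraries, such as fragment sizes, cell death at harvest or the selection of large cells, were not tested.

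Histone genes were lower than genes of the same signal that also had an interval near the start. After centring, 41 of them with such an interval had a median change of -0.43. Random lists of genes matched on signal and on such an interval had a median of -0.18 (95% of 10000 lists between -0.27 and -0.09). Gene values average all regions of a gene, and the lists were not matched on the number or position of regions. Since distal regions changed differently from those near starts, the test cannot decide whether the fall near starts relative to distal regions is the cause. Without 0 DPT replicate 1 the histone genes stood -0.40 from all genes, so this library alone does not explain their fall. Reads shared between near-identical genes stay open: 7 single-copy variant genes stood at -0.25, with an interval from -0.50 to -0.02 that is too wide to decide. Fewer cells copying DNA among the survivors may be a biological explanation, but this is a hypothesis, since cell cycle was not measured in these data. The paper reports whole-genome duplication without division in surviving cells of this line, at a later time than sampled here. It reads this as repeated DNA synthesis, which goes against fewer cells copying DNA, and reports higher RNA of some histone genes, also later. It also takes reduced MCM7 protein as a sign of slower replication, although it reports that MCM7 RNA was strongly raised.

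Neighbouring single regions over 10 kb apart changed together weakly (Pearson r = 0.11, 95% interval 0.08 to 0.13, 6446 pairs; highest of 100 shuffles 0.05). Listing of the same merged region under neighbouring genes would leave a correlation below 0.05 between such distinct regions, so the value argues against it as the whole cause. Copy number differing between the groups would move near-start and distal regions of a window together, and their medians over 374 windows of 5 Mb correlated at 0.14 (0.04 to 0.23), which leaves it open, since the pattern itself is as weak. From single-cell sequencing of this line, later than sampled here, the paper reports that each chromosome kept its share of the DNA. Copy number was not measured in the libraries used here. No biological explanation was tested.

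Whether gained sites cluster in single genes was tested in SciPy over 11212 genes with at least 4 sites, against the 5.56% of all sites that were gained. None passed an adjusted p of 0.05 in a one-sided exact binomial test (0 genes, with 217 at an unadjusted p under 0.05). PKP2, with 5 gained of 7 sites, came nearest (adjusted p = 0.114).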
